A study of Homo sapiens with 26 samples. Its data were reported in "IGF2BP1 phosphorylation in the disordered linkers regulates ribonucleoprotein condensate formation and RNA metabolism" (2024).

How the data were processed

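Poly(A) RNA was sequenced from clarified lysates of HCT116 cells, a human colorectal carcinoma line. The cells lacked the paralogs IGF2BP2 and IGF2BP3 by design and expressed mCherry-tagged IGF2BP1 from a lentiviral transgene, as wild type (WT) or as one of the linker mutants S181E, Y396E and RQ. S181E and Y396E replace a phosphorylated serine or tyrosine by glutamate, and RQ replaces arginines of the first disordered linker by glutamine. Each population was treated with 500 µM sodium arsenite for 2 h or with PBS as control, which gave 8 groups of 3 libraries from dishes that were plated independently. One control and one arsenite library came from parental HCT116 cells. The groups and replicate numbers were taken from the sample labels.

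The authors aligned trimmed single reads to hg38 with STAR and counted reads per gene with featureCounts, and the deposited values are whole-number counts per gene, not normalized. Per the file headers, counting used featureCounts v2.0.6 with strand setting 2 and GENCODE release 46. The files listed 63086 genes by Ensembl identifier with exon coordinates. Gene symbols and biotypes were taken from GENCODE release 44, to which 62541 of the identifiers (99.1%) matched. Unmatched identifiers held at most 0.036% of the counts of a library. All 62541 matched identifiers lay on the same chromosome in both releases, and coordinates are those of the files. The RNA immunoprecipitation libraries of the study were not analysed here.

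Total counts ranged from 22508145 to 50834401 per library. No library pair held identical counts. The chi-square statistic per gene between replicates of a group ranged from 2.96 to 70.3 over the 24 pairs, above counting noise in each. This shows only that no pair differed by counting noise alone. Each library was used as 1 replicate because the study plated its dishes independently. The p-values thus rest on the spread between dishes. Each genotype was a single sorted population, so they do not separate a mutation from other differences between populations.

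The main analysis followed the design of the study's methods and was fixed before the data were examined, together with the comparisons, the alternatives, the gene list and gene sets, and the rule for naming genes. Later additions are stated where they are used. Protein-coding genes with more than 10 CPM in at least 12 of the 24 mCherry-IGF2BP1 libraries were tested, which left 9099 genes. CPM are counts scaled to a common total, which for this filter was the protein-coding counts of a library. The study's text puts TMM scaling before this filter, so its set of tested genes may differ. Libraries were scaled by trimmed mean of M-values (TMM) factors between 0.865 and 1.086 in edgeR 4.0.16 under R 4.3.3. A single model with 1 mean per group was fitted to the 24 libraries with 16 residual degrees of freedom, and contrasts were tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest). The common biological coefficient of variation was 0.0682. P-values were adjusted by Benjamini-Hochberg over the 9099 genes of a comparison. A gene was called when its adjusted p was under 0.05 and its fold change above 1.2 (0.26 on the log2 scale). Errors of log2 fold changes were computed as the size of the change divided by the square root of the F statistic. The median error was 0.078 for comparisons between pairs of groups and 0.11 for differences between arsenite responses. Values per group are mean CPM ± SD of 3 libraries on the TMM-scaled totals. These totals, and those of the alternative with library totals only, are the counts of the tested genes in a library. The parental libraries stayed out of the fit and are described without a test.

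The genes named below are IGF2BP1, IGF2BP2 and IGF2BP3, a list of 10 genes taken from the study's text, and per comparison the 3 called genes with the largest rise and the 3 with the largest fall whose 3 libraries of one group all lay above those of the other (5 of each for arsenite in WT cells). For differences between arsenite responses, the 3 arsenite-minus-control differences by replicate number had to lie to one side of those of WT. Such a separation of 3 from 3 libraries arises by chance in 10% of genes. One gene that met these rules is not reported here. The list as first written also held SYTL2, which the text does not name. It was left out of the list after the data had been seen, and is named as one of the largest rises. The 5 gene sets written beforehand (ATF4 targets, NRF2 targets, heat shock, cholesterol synthesis and cytosolic ribosomal proteins) were tested with camera in limma 3.58.1, with fry and camera with an estimated correlation as alternatives. Library similarity was Pearson's r across genes of log2 CPM with a prior count of 2. Changes by chromosome were summarised as medians and with Fisher's exact test on called genes. Steps along a chromosome were searched by least squares on gene order.

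Alternatives were DESeq2 1.42.0 (Wald test), its size factors in edgeR, scaling by totals only, other filters, all gene types, only the groups compared, the replicate number as a block, the parental libraries included, other fold thresholds, and leaving out each of the 24 libraries in turn. Corrections for GC content and gene length, which had values for 100% of tested genes, were added after the data had been seen.

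Replicate numbers were checked for pairing by correlating deviations from group means across genes. Between RQ and WT the 3 same-numbered pairs correlated at 0.291 to 0.525 in control cells and 0.147 to 0.15 in arsenite, so by this check the numbers pair these libraries. The values given for RQ against WT are those of the model without a block, and the fits with the replicate number as a block are alternatives. No label states what the number stands for. In every other comparison at least 1 pair was under 0.1.

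The steps were tested on simulated counts drawn from the real means, depths and dispersions. For S181E against WT in control cells, 198 of 200 genes changed by design were called among 9099, along with 9 unchanged genes. For the difference in arsenite response of Y396E, 200 of 200 were called along with 11 unchanged genes. Recovery depends on the size of the changes made by design, which is not given here. The recovered counts therefore do not show how often changes near the fold threshold are found. With no gene changed between Y396E and WT in control cells, 0 genes were called and 4.85% had an unadjusted p under 0.05. A shift of -0.4 placed on the 322 genes of chromosome 8 in RQ control libraries was recovered as a median of -0.399. Fisher's exact test also put 17 of 22 other chromosomes under an adjusted p of 0.05, all 17 with fewer calls than their share, so a low p for a chromosome does not by itself show a shift there. Figures were drawn with matplotlib.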

Results

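RNA levels were measured by poly(A) sequencing in 26 libraries of HCT116 cells. The RNA came from lysates cleared by centrifugation, and RNA in the pellet was not measured. Changes below are changes in the cleared lysate. They do not separate a change in total RNA from a change in the share that stayed in the lysate. The 24 libraries with mCherry-IGF2BP1 formed 8 groups of 3, WT, S181E, Y396E and RQ, each in control medium and after 2 h in 500 µM arsenite. A pair of libraries came from parental cells, 1 per treatment and without replicates. Depth ranged from 22508145 to 50834401 counts per library. Protein-coding genes took 89.5% to 98.3% of the counts of a library. Of the 24 libraries, Y396E arsenite replicate 3 differed from the rest in the number of genes with counts, 13897 against at least 20850 in the other 23, at a total of 37961265 counts.

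IGF2BP1 was the gene supplied by the transgene (ENSG00000159217.10, chromosome 17, 48997385 to 49056145 in hg38). In parental cells it had 0.348 CPM in control and 0.646 CPM in arsenite, from 10 and 23 counts. In control cells its level was 12.1 ± 2.27 CPM in WT, 14.4 ± 1.91 in RQ, 18.6 ± 1.56 in S181E and 16.5 ± 1.18 in Y396E (SD, n = 3). In arsenite it reached 29.2 ± 1.15, 47.1 ± 0.863, 43.3 ± 0.688 and 43.2 ± 1.26 CPM, respectively. The transgene RNA was thus higher in S181E than in WT by 0.63 ± 0.10 (SE) on the log2 scale in control cells and by 0.57 ± 0.09 in arsenite, with edgeR quasi-likelihood, Benjamini-Hochberg adjusted p of 2.3e-05 and 5.72e-05. For Y396E the differences were 0.45 and 0.57, and for RQ 0.25 and 0.69. The RQ difference in control cells had an adjusted p of 0.26 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and fell to 0.0348 without WT control replicate 3. Arsenite raised IGF2BP1 by 1.27 ± 0.10 in WT, 1.21 ± 0.10 in S181E, 1.39 ± 0.10 in Y396E and 1.71 ± 0.10 in RQ. The transcripts of the disrupted genes were still counted. IGF2BP2 had 80.8 CPM in WT control cells against 121 in the parental control library, and IGF2BP3 had 118 against 92.4. IGF2BP3 was higher in S181E and Y396E than in WT control cells, by 0.44 ± 0.05 and 0.48 ± 0.05. Counts per gene do not show whether a transcript carries a frameshift, so they do not test the knockouts.

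The libraries were compared by Pearson's r of log2 CPM across the tested genes, a description in which genes are not independent replicates. Pairs within a group had a mean r of 0.9942. In control cells WT and RQ libraries had a mean r of 0.9937, and S181E and Y396E libraries 0.9966. Between these pairs of populations it was lower, 0.9773 for WT with S181E and 0.9785 for WT with Y396E. In arsenite the corresponding values were 0.995, 0.9868, 0.9856 and 0.974. Replicates of the Y396E arsenite group had a mean r of 0.9768, the lowest of the 8 groups. The first principal component held 79.7% of the variance and separated arsenite from control. The second held 11.2% and separated WT and RQ from S181E and Y396E.

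**Figure D1:**
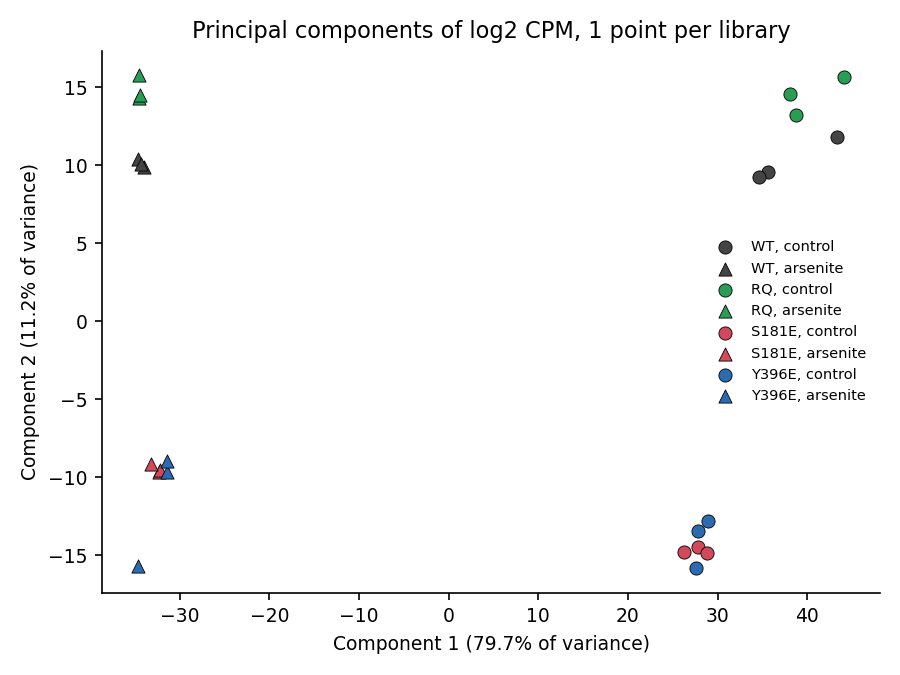
Principal components of log2 CPM over the tested genes, with component 1 (79.7% of variance) on the x axis and component 2 (11.2%) on the y axis and 1 point per library. Circles are control and triangles arsenite libraries, and WT and RQ lie above S181E and Y396E on component 2 in both treatments.

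The arsenite comparison within each population asked how the transcriptome responds to the stress. In WT cells 6565 of 9099 genes were called, 3303 higher and 3262 lower. S181E cells had 5944 called genes, Y396E 5991 and RQ 6631. Scaling by library totals moved the median of all genes by 0.16 in WT and 0.17 in RQ, and the share of higher genes among the calls rose from 50.3% to 61.6% in WT and from 50.9% to 62.0% in RQ. The setting that moved the WT count most was a fold change above 2, which left 1435 genes, 73.6% of them higher. The genes that rose most in WT were FOS, from 5.21 ± 0.925 to 1115 ± 9.76 CPM, EGR2, from 2.1 ± 0.304 to 251.7 ± 6.16, and FOSB, from 25.3 ± 6.74 to 1705 ± 65.7. HSPA1B and JUN followed with log2 changes of 4.90 ± 0.09 and 4.73 ± 0.09. HSPA1B is nearly identical to HSPA1A, so its count is uncertain. Among the largest falls were those of DKK1 (-4.10 ± 0.10), KRTAP2-3 (-3.68 ± 0.13), SEMA7A (-3.58 ± 0.14) and ANKRD33B (-3.35 ± 0.09). These 9 genes had Benjamini-Hochberg adjusted p-values of 4.76e-17 or less in edgeR's quasi-likelihood test. Of the genes called in WT, 6260 were also called in RQ, all in the same direction, and 5449 in S181E, 5446 of them in the same direction.

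The comparisons of each mutant with WT asked which RNA levels depend on the linker positions. In control cells 2831 genes were called between S181E and WT, 1427 higher and 1404 lower, and 2606 between Y396E and WT, 1317 higher and 1289 lower. For S181E the count moved most with a fold change above 2, which left 79 genes, 10.1% of them higher. Scaling by library totals moved the median of all genes by 0.16 for S181E and 0.13 for Y396E, and with it 83.6% and 81.1% of the calls were higher, against 50.4% and 50.5%. In arsenite 1250 genes were called for S181E, 484 higher and 766 lower, and 1972 for Y396E, 889 higher and 1083 lower. With totals only, 55.9% of the S181E calls in arsenite were higher, against 38.7%, and 53.7% of the Y396E calls, against 45.1%. With GC and length correction 54.3% and 54.1% of the latter were higher.

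**Figure D2:**
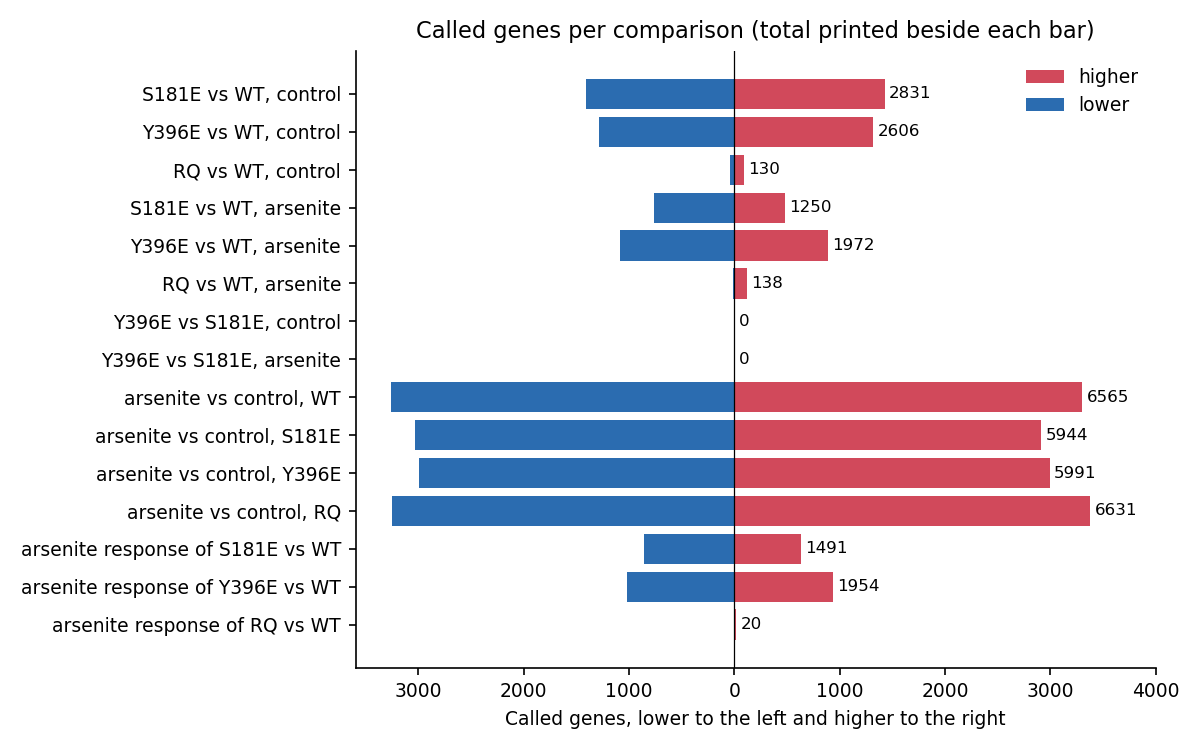
Called genes in each of the 15 comparisons (adjusted p under 0.05 and fold change above 1.2), with lower genes as bars to the left and higher genes to the right of 0 on the x axis and the total printed beside each bar. S181E and Y396E had 1250 to 2831 called genes against WT, RQ had 130 and 138, and Y396E had 0 against S181E in both treatments.

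The leading genes were the same for both mutants and both treatments. VSNL1 (ENSG00000163032.12, chromosome 2, 17539126 to 17657018) was at 2.23 ± 0.228 CPM in WT control cells, 16.6 ± 0.521 in S181E and 14.2 ± 0.975 in Y396E. ZBED2 (ENSG00000177494.6, chromosome 3, 111592900 to 111595346) was at 11 ± 1.04, 63.1 ± 1.22 and 71.8 ± 6.59 CPM, and SYTL2 (ENSG00000137501.18, chromosome 11, 85694224 to 85811159) at 6.04 ± 0.605, 30.8 ± 1.73 and 34.6 ± 1.56. KLK5 (chromosome 19) fell from 26.6 ± 2.86 CPM to 3.58 ± 0.187 in S181E and 4.34 ± 0.625 in Y396E. HTR7 (chromosome 10) fell from 37.7 ± 0.552 to 5.48 ± 0.52 and 5.03 ± 1.09, and MKX (chromosome 10) from 22.6 ± 0.29 to 4.44 ± 0.5 and 4.79 ± 0.838. Each of these 6 genes separated the 3 mutant from the 3 WT libraries, with Benjamini-Hochberg adjusted p-values of 2.16e-10 or less in edgeR's quasi-likelihood test. In arsenite their log2 changes were 2.83, 2.81 and 2.20 for VSNL1, ZBED2 and SYTL2 and -2.48, -2.48 and -2.36 for HTR7, KLK5 and MKX in S181E, and the same genes led in Y396E.

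Of the genes called in control cells, 2274 were shared by S181E and Y396E, all in the same direction, where 810.8 would be shared if the calls were independent. In arsenite 997 were shared, all in the same direction, against 270.9. Across all 9099 genes the changes of the 2 mutants against WT correlated at r = 0.968 in control cells and 0.864 in arsenite. Since both used the same WT libraries, 20 simulated pairs of unchanged mutants gave a mean r of 0.503 and at most 0.522 in control cells, and 0.502 and 0.522 in arsenite. With different WT replicates on each side, r was 0.877 and 0.812. These are correlations across genes, which are not independent replicates. Of the genes called in control cells, 784 of the 790 shared with arsenite kept their direction in S181E, and 851 of 877 in Y396E.

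RQ differed from WT by fewer genes. In control cells 130 genes were called, 91 higher and 39 lower, and in arsenite 138, 124 higher and 14 lower. Of these, 60 were shared and 59 had the same direction. In control cells the count was 74 without WT control replicate 1 or RQ control replicate 2, 215 without WT control replicate 2 and 263 without Y396E arsenite replicate 3, which enters only through the shared spread. With the replicate number as a block the counts were 148 in control and 152 in arsenite. In a fit of RQ and WT libraries alone they were 293 and 264 with the block and 70 and 265 without it. In arsenite the count was 91 without WT arsenite replicate 1, 70 without RQ arsenite replicate 3 and 218 without Y396E arsenite replicate 3. With library totals only, 38.3% of the control calls and 77.7% of the arsenite calls were higher, against 70.0% and 89.9%. The largest rises in control cells were those of PCK2, from 14 ± 2.07 to 39.5 ± 3.19 CPM, SLC7A11, from 31.6 ± 5.23 to 86.9 ± 2.78, and PSAT1, from 82.9 ± 12.4 to 194 ± 15. The largest falls were those of ZBED2 (-0.80 ± 0.14), TUBA4A (-0.62 ± 0.13) and GEM (-0.62 ± 0.11). TUBA4A was no longer called without WT control replicate 1 (adjusted p of 0.0728 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) or RQ control replicate 2 (0.0888). In arsenite TRIB3 rose from 54.7 ± 3.12 to 194.5 ± 53.3 CPM, PCK2 from 30.9 ± 1.38 to 92.6 ± 22.8 and DDIT4 from 100.7 ± 7.48 to 279.3 ± 37. ZBED2 (-0.80 ± 0.19), IFFO2 (-0.54 ± 0.12) and BDNF (-0.47 ± 0.06) fell most. ZBED2 and IFFO2 each lost the call in arsenite in 4 fits that left out 1 library, with adjusted p up to 0.168 without RQ arsenite replicate 2 and 0.138 without RQ arsenite replicate 3, respectively (edgeR quasi-likelihood, Benjamini-Hochberg). The RQ changes went against those of S181E and Y396E across genes, with r of -0.22 and -0.21 in control cells and -0.17 and -0.12 in arsenite, where unchanged mutants sharing the WT libraries gave 0.495 to 0.505 on average.

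Y396E was compared with S181E to ask whether the 2 linker positions differ. In control cells 0 genes were called and 289 (3.2%) had an unadjusted p under 0.05. Without Y396E arsenite replicate 3, which enters the control comparison only through the shared spread, 1 gene was called and 601 (6.6%) had an unadjusted p under 0.05. In arsenite 0 genes were called and 1375 (15.1%) had an unadjusted p under 0.05. Without that library the latter was 410 (4.5%) with 1 called gene, and without Y396E arsenite replicate 2 the arsenite comparison had 692 called genes.

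For 10 genes that the study's text names, 6 mutant comparisons gave 60 tests. The study picked 6 of the genes on these samples, and 4 are RNAs it used in vitro. Past both thresholds were 19 tests when adjusted over all genes tested and 19 when adjusted over the list alone, and the latter is not independent evidence because the list was chosen on these samples. Of the 19, 14 were on the 6 picked genes and 5 on the others. With library totals only the number was 14, and without WT control replicate 2 it was 13. PABPC1 (ENSG00000070756.17, chromosome 8, 100702051 to 100722762) was at 4145 ± 183 CPM in WT control cells, 4331 ± 206.5 in RQ, 2184 ± 32.1 in S181E and 2175 ± 36.0 in Y396E. Its log2 change was -0.92 ± 0.04 in S181E and -0.93 ± 0.04 in Y396E in control cells and -0.68 ± 0.04 and -0.71 ± 0.04 in arsenite, and the gene lies in a stretch of chromosome 8 in which nearly all genes were lower. HMGA2 (chromosome 12, 65824460 to 65966291) was at 322 ± 27.9 CPM in WT, 465 ± 35.3 in RQ, 295 ± 22.9 in S181E and 256 ± 4.74 in Y396E control cells. Its change in RQ was 0.53 ± 0.06 in control and 0.48 ± 0.06 in arsenite. In Y396E it was -0.33 ± 0.06 and -0.26 ± 0.06, and both calls were lost with library totals only (-0.20 and -0.24). Leaving out WT control replicate 2 lost the control call (-0.26), and leaving out WT arsenite replicate 3 or Y396E arsenite replicate 3 lost the arsenite call (-0.25 and -0.23), as did RLE size factors, DESeq2 and a fit of only the groups compared (-0.26 in each). GARS1 rose by 0.44 ± 0.07 and 0.62 ± 0.07 in RQ. GARS1 and LIPA in S181E and Y396E control cells changed by 0.28, 0.28, -0.39 and -0.34. The GARS1 call in S181E was lost with only the groups compared (0.26, under the fold threshold) and that in Y396E without Y396E control replicate 3 (0.24). Both were lost without WT control replicate 2 (0.19 in both mutants), as was that of LIPA in Y396E (-0.25), and both LIPA calls were lost with library totals only (-0.23 and -0.21). XBP1 rose by 0.50 ± 0.08 in RQ arsenite, and fell by 0.31 in S181E control and by 0.29 in Y396E arsenite cells. The S181E call was lost with library totals only (-0.15), and the Y396E call without Y396E arsenite replicate 3 (-0.18) and with only the groups compared (-0.28). ACTB rose by 0.29 in both S181E and Y396E control cells, and was no longer called in either without WT control replicate 2 (0.23 in both) or, in Y396E, without Y396E control replicate 3 (0.23). PHC3, CCDC127, MYC and EIF2A were called in none of the 6 comparisons, and had unadjusted p-values down to 0.00881, 0.0414, 0.000404 and 0.0126. MYC was called in Y396E control cells without Y396E control replicate 3 (-0.28).

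**Figure D3:**
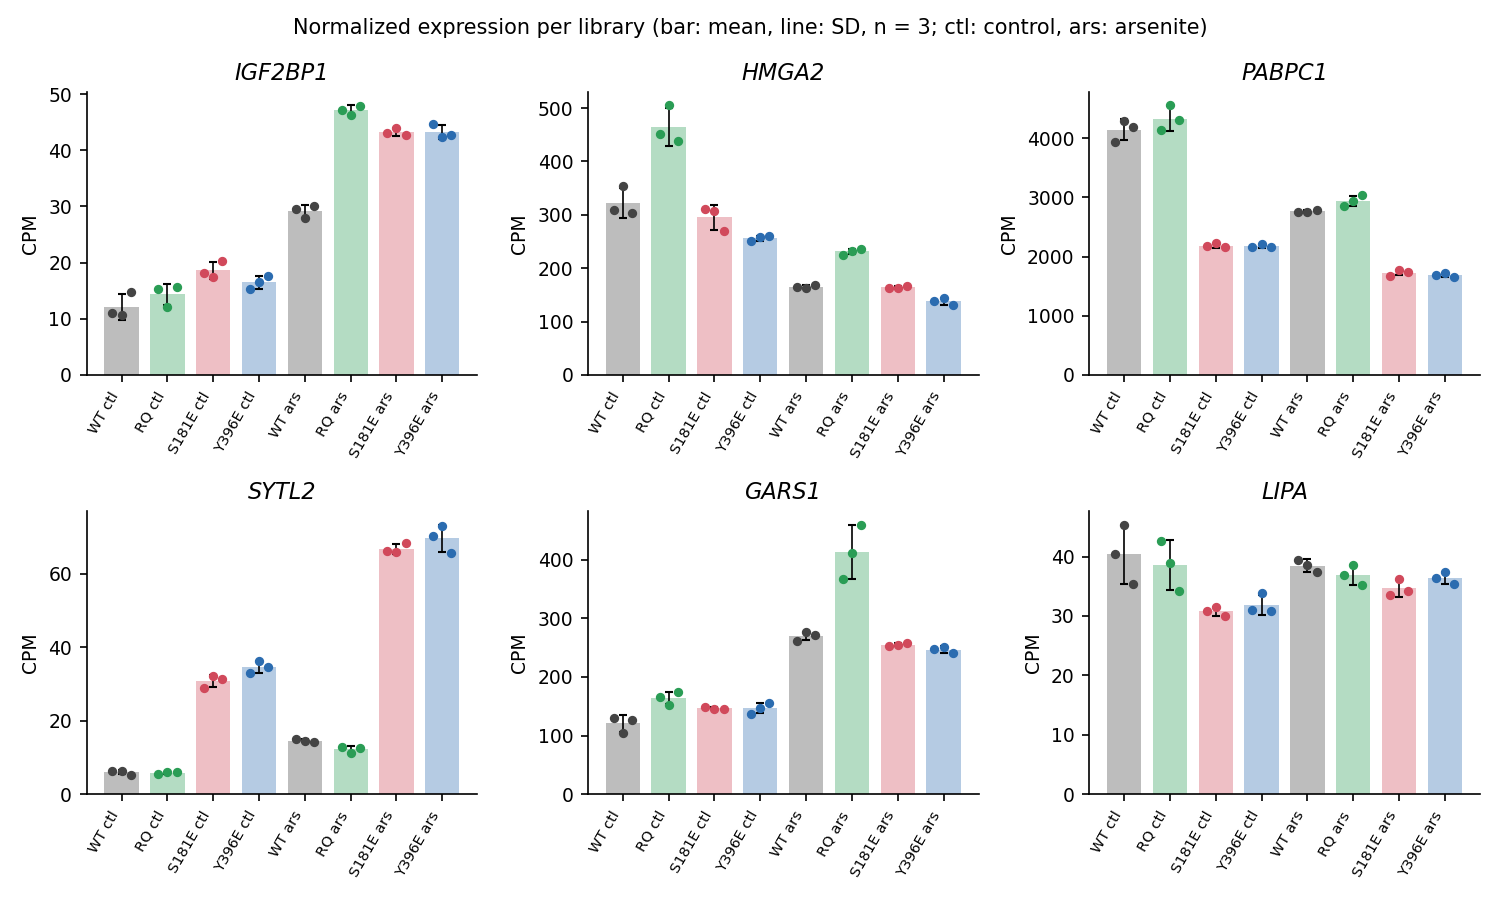
CPM of 6 genes (y axis, from 0) in each of the 8 groups, with bars for the mean, lines for the SD and points for the 3 libraries. IGF2BP1 reached 29.2 to 47.1 CPM in arsenite, PABPC1 was at 2184 and 2175 CPM in S181E and Y396E control cells against 4145 in WT, and HMGA2 was highest in RQ in both treatments.

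Gene sets fixed beforehand asked which programs moved. In 50 tests (5 sets, 6 mutant and 4 arsenite comparisons), 34 had a Benjamini-Hochberg adjusted p under 0.05 in camera, 32 of these also in fry, and 4 with an estimated correlation between genes. The 4 were the ATF4 targets in RQ and cholesterol synthesis in S181E and Y396E in arsenite. ATF4 targets had a median log2 change of 0.30 in RQ control cells, with 32 of 34 tested genes higher, and 0.49 in RQ arsenite, with 34 of 34 higher. Adjusted p with the estimated correlation was 0.0155 and 0.000542 in camera. In S181E and Y396E control cells the medians of ATF4 targets were 0.219 and 0.194, with 26 and 25 of 34 genes higher. Adjusted camera p was 0.00697 and 0.0072 there, but 0.44 in each with the estimated correlation. In arsenite the medians were -0.048 and -0.085. Genes of cholesterol synthesis had a median of -0.50 in S181E and -0.45 in Y396E arsenite cells, with 3 of 23 higher in each, and adjusted camera p with the estimated correlation of 0.03 and 0.0409. In control cells the medians were -0.37 and -0.43. Arsenite raised heat shock genes by a median of 1.72 in WT, 1.93 in RQ, 1.19 in S181E and 1.21 in Y396E, and ribosomal protein genes fell by 0.68, 0.66, 0.47 and 0.45, calls that held in fry but not with the estimated correlation. NRF2 targets had medians of 0.21 to 0.29 in S181E and Y396E in both treatments and -0.05 and -0.01 in RQ.

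Changes were also summarised by chromosome, to ask whether they concentrate on parts of the genome. In S181E and Y396E the median change of the 322 tested genes on chromosome 8 was -0.42 and -0.41 in control cells and -0.44 and -0.45 in arsenite, against 0.02 in RQ. With library totals only the medians in S181E and Y396E were -0.26 and -0.29 in control and -0.39 and -0.43 in arsenite, since all genes shift. Across the 24 fits that each left out 1 library the TMM-scaled medians stayed within -0.46 and -0.40. Of the 322 genes, 227 were called in control cells in each mutant, 195 of them lower in S181E and 201 in Y396E (Fisher's exact test against the other chromosomes, Benjamini-Hochberg adjusted over all chromosomes and the 6 comparisons, p of 8.88e-48 and 7.48e-55). The 13 mitochondrial genes had medians of -0.81 and -0.65 in control cells. The third in size was chromosome 13, with 0.10 and 0.08. In RQ no chromosome had an adjusted p under 0.05 in Fisher's exact test, the lowest being 0.118 for chromosome 1 in arsenite, with 24 of 939 genes called, and medians of nuclear chromosomes lay between -0.02 and 0.03 in its top 3 of both treatments. The called genes off chromosome 8 numbered 2604 (92%) for S181E and 2379 (91.3%) for Y396E in control cells.

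The shift on chromosome 8 began between POMK, which starts at 43093498, and HGSNAT, which starts at 43140464. Before it, 115 genes had medians of 0.12 in S181E and 0.11 in Y396E control cells. From HGSNAT to RRS1 (43.1 to 66.4 Mb) all 29 tested genes were lower and called, with medians of -0.94 and -0.92. From VCPIP1 to C8orf33 (66.6 to 145.1 Mb) the median of 178 genes was -0.56 in both, and 173 were lower in S181E and 174 in Y396E. In arsenite the medians of the 3 parts were 0.05, -1.0 and -0.53 in S181E and 0.06, -1.06 and -0.56 in Y396E. In RQ the 3 medians lay between 0.00 and 0.03 and in the parental libraries between 0.00 and 0.08. In the single libraries, the median over the genes from HGSNAT on lay between -0.64 and -0.56 in the 12 S181E and Y396E libraries, and between -0.02 and 0.05 in the 14 WT, RQ and parental libraries.

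**Figure D4:**
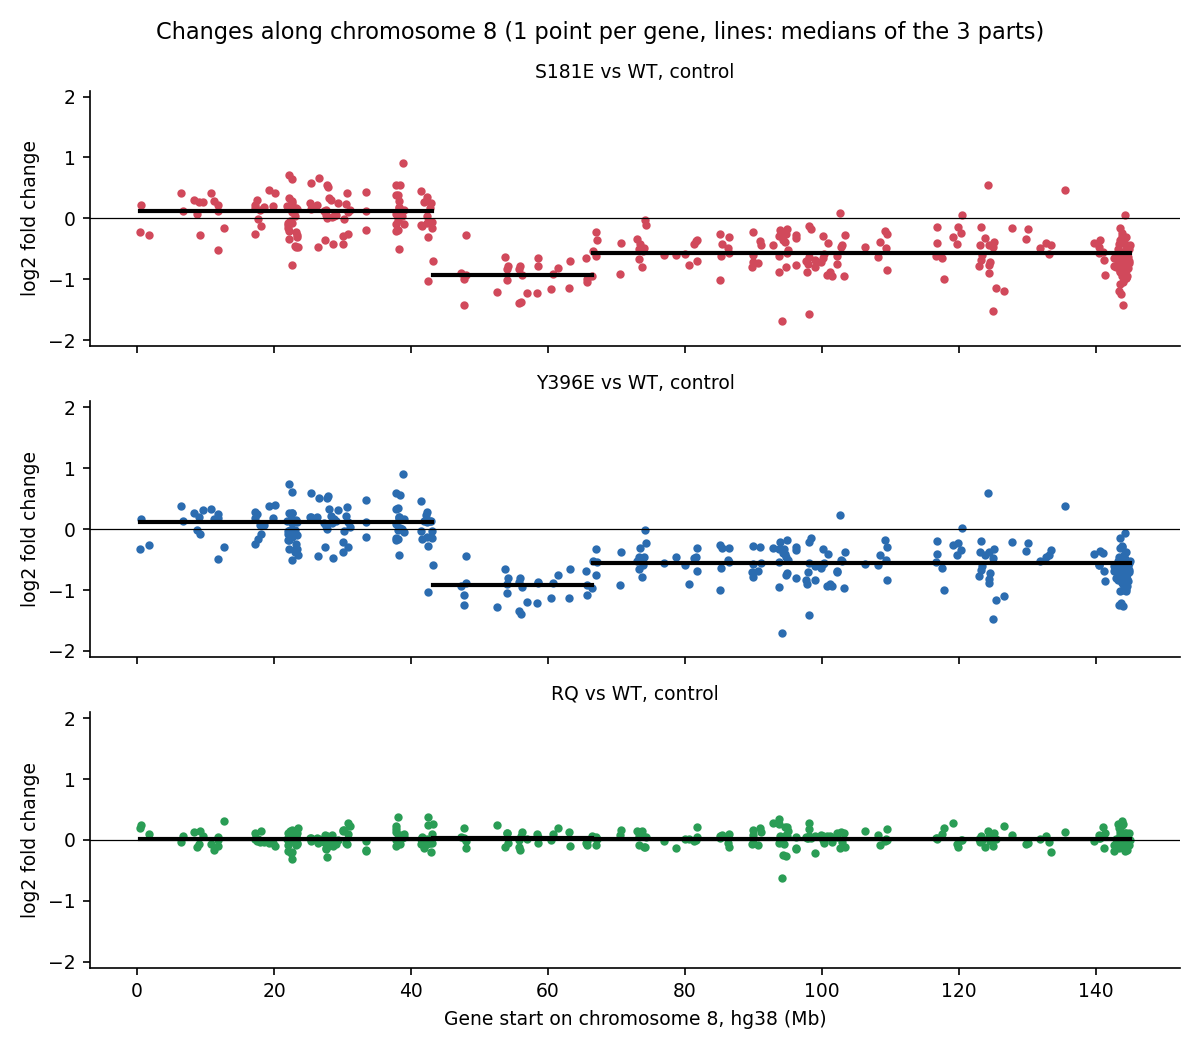
Log2 fold change against WT in control cells (y axis) of the 322 tested genes of chromosome 8 by start position in hg38 (x axis, Mb), with 1 point per gene and lines at the medians of 3 parts. S181E and Y396E fall to medians of -0.94 and -0.92 from 43.1 Mb and -0.56 from 66.6 Mb, and RQ stays near 0.

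**Figure D5:**
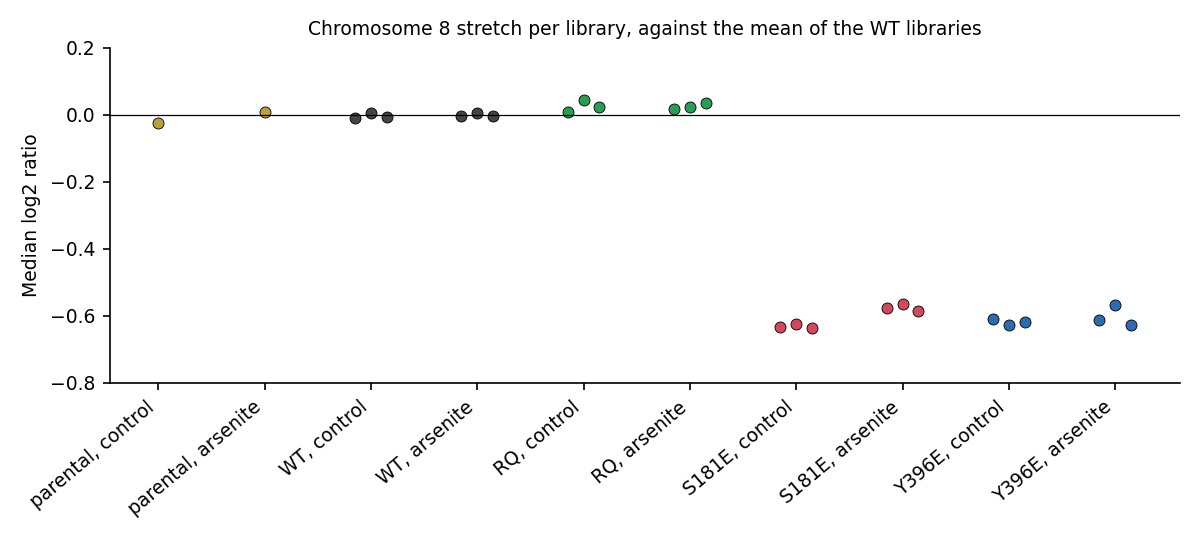
Median log2 ratio of the genes of chromosome 8 from HGSNAT on (y axis), with 1 point per library, to the mean of the WT libraries of the same treatment (for a WT library, the other 2) and relative to the other chromosomes. The 12 S181E and Y396E libraries lie between -0.64 and -0.56 and the other 14 between -0.02 and 0.05.

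Differences between arsenite responses were tested as interaction terms, where a positive value means that a gene rose more or fell less with arsenite in the mutant than in WT. The test called 1491 genes for S181E, 635 positive and 856 negative, 1954 for Y396E, 940 positive and 1014 negative, and 20 for RQ, all positive. Between S181E and Y396E 1097 genes were shared, all with the same sign. Both interactions use the same WT libraries, and unchanged mutants were not simulated for them. This agreement therefore does not separate a common effect from noise shared through WT. Scaling by library totals moved the median of all genes by -0.11 for S181E and -0.10 for Y396E, and the positive share fell to 13% and 18.2%, from 42.6% and 48.1%. Without WT control replicate 2 the counts were 746 and 1159. ANGPTL4 fell from 14.3 ± 0.993 to 11.5 ± 1.88 CPM in WT and rose from 4.79 ± 0.631 to 13.1 ± 0.245 in S181E and from 5.61 ± 0.817 to 14.9 ± 1.15 in Y396E. WNT9A (1.47 ± 0.22) in S181E and DKK1 (1.47 ± 0.12) in Y396E were among the other leading positive genes. DNAJB4 rose from 12.1 ± 0.616 to 71.1 ± 1.75 CPM in WT, from 14.3 ± 0.728 to 39.4 ± 3.13 in S181E and from 15.0 ± 0.339 to 36.5 ± 1.04 in Y396E. HSPA1B had interactions of -1.31 ± 0.11 and -1.18 ± 0.11 with the same uncertainty as above, PARP1 -0.78 ± 0.15 in S181E and MEPCE -1.07 ± 0.23 in Y396E. In RQ, SESN2 rose from 11.7 ± 1.81 to 141.3 ± 23.5 CPM against 14.4 ± 1.01 to 61.8 ± 2.67 in WT, DDIT4 from 19.2 ± 1.95 to 279.3 ± 37 against 17.8 ± 1.1 to 100.7 ± 7.48, and ITPRIP had an interaction of 0.90 ± 0.13. These named interactions had Benjamini-Hochberg adjusted p-values of 0.00245 or less in edgeR's quasi-likelihood test. The RQ count ranged from 8, without RQ arsenite replicate 3, to 38, without Y396E arsenite replicate 3.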

Values the study reported

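The study counted an RNA as changed when its level differed by more than 20% with an adjusted p-value below 0.05. In its RNA immunoprecipitation data, IGF2BP1 and its mutants bound approximately 1400 RNAs in control cells.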

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

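The 3 results below are differences between populations in the response to arsenite. Scaling by totals and leaving out libraries were among the alternatives fixed beforehand. The tests of GC content, gene length, chromosome 8, the sign of the interactions, the state of unstressed cells and other splits of the libraries were chosen only after the counts had been seen.

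In the S181E and Y396E populations 1491 and 1954 genes responded differently to arsenite than in WT (edgeR interaction test). Of these, 86.5% and 84.1% had an interaction opposite in sign to the arsenite response of the parental pair, which shares no library with them and has no replicates, against 40% of the 20 RQ genes. The WT response itself enters the interaction, so its sign was not used. The slope of the mutant response on the WT response across the 8764 genes off chromosomes 8 and M was 0.806 for S181E and 0.804 for Y396E, 1.02 for RQ and 0.893 for the parental pair, which has no replicates. Scaling, taken as totals only, left 1972 and 2222 calls, 1112 and 1419 of them in common with the TMM calls and of the same sign. Correction for GC content left 1273 and 1572, and for gene length 1328 and 1705. A copy-number difference on chromosome 8 was not itself tested. In either mutant 3.5% of the calls lay there, the same as the 3.5% of tested genes. This share decides little, since an effect of copy number that is equal in both treatments cancels in the interaction. An effect of the chromosome 8 difference on the response of genes elsewhere stays open. The low-complexity library Y396E arsenite replicate 3 is argued against as the cause of the Y396E calls, since 2181 genes were called for Y396E without it, 1565 in common. A single WT control library, replicate 2, mattered for the size: without it the counts were 746 and 1159, of which 730 and 1133 were among the original calls. Among 100 of the 200 splits of the 12 libraries within treatments, 3 gave as many calls as the real one for S181E, itself included, and 1 for Y396E. The splits that gave more for S181E (up to 2627 against 2107 in the fit of these libraries alone) kept S181E and WT control libraries apart and mixed the arsenite libraries.

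A candidate explanation for part of these interactions is that unstressed S181E and Y396E cells were already shifted in the direction of the arsenite response. Such a shift alone does not account for differences from WT in arsenite. The 22 tested heat shock genes had medians against WT of 0.29 in S181E and 0.27 in Y396E control cells. In arsenite the medians were -0.14 and -0.15. None of these 4 had an adjusted p under 0.05 in camera with the estimated correlation. Control libraries were placed along the arsenite response of the parental pair, which shares no library with them, as the slope of their difference from the WT control mean on that response across 8764 genes off chromosomes 8 and M. The slopes were 0.112 to 0.149 in S181E, 0.115 to 0.132 in Y396E, -0.078 to 0.044 in WT and -0.084 to 0.007 in RQ, with 3 libraries each. A separation of 3 from 3 libraries arises by chance in 10% of cases, and the parental pair has no replicates. A correlation in place of the slope does not carry this: the difference of S181E from WT in control cells correlated with the arsenite response of RQ at r = 0.399, but up to 20.9% of 1000 simulated unchanged mutants gave as high an r, since r leaves out the size of a difference. The slopes are taken from the WT control mean and the parental control library was not scored, so which populations moved is not shown. What set the unstressed populations apart also stays open. An effect of the mutations, of the chromosome 8 difference described under the other observations, or of culture state may each give this pattern. The design has no library that separates them.

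In RQ 20 genes had a positive interaction, rising more or falling less with arsenite than in WT. Library totals left 12 calls, 11 of them in common, GC correction 19 and length correction 17, so scaling and these trends are argued against as the whole cause. Unstressed RQ cells gave no sign of a shift in the arsenite direction: paired by number, the slopes of RQ control libraries lay below those of WT in 3 of 3 pairs, with differences of -0.054 to -0.006 (mean -0.029, 95% t interval -0.09 to 0.032). Such agreement in sign arises by chance in 25% of cases, and a small shift cannot be told apart from none, since the interval of 3 pairs includes 0. Other splits of the libraries are no test of the interaction here. Of the 32 that part the 3 pairs of RQ and WT in both treatments, 4 gave as many calls as the real 20, the real one included. In the other 3, with 22, 26 and 827 calls, RQ and WT arsenite libraries stayed apart while 2 or 3 of the control pairs were exchanged. Without regard to the pairs, 6 of 100 splits gave as many. All of these splits kept RQ and WT arsenite libraries apart, and so carry the difference between them in arsenite. Among the 32, every split that mixed the arsenite libraries gave 0 calls. The splits thus leave open whether the count is an interaction, or a difference in arsenite together with variation among control libraries.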

How the results depend on the processing

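No log2 change of a named gene, gene set, correlation between mutants or chromosome median that was past its threshold changed direction under the alternatives run for it. Values near 0 did: with library totals only, the median of chromosome 8 in RQ went from 0.018 to -0.034 in control and from 0.016 to -0.031 in arsenite. Shares of higher calls or positive interactions that lay near 50% crossed it in several settings. With GC and length correction, positive interactions went from 42.6% to 52.9% and 51.8% for S181E and from 48.1% to 57.1% and 56.6% for Y396E, higher calls of Y396E against WT in arsenite from 45.1% to 54.3% and 54.1%, and those of arsenite against control in WT from 50.3% to 45.3% and 47%. For S181E against WT in control 50.4% became 49.2% with RLE size factors and 44.8% with only the groups compared. Neither direction is shown to prevail in these. The corrections for GC content and gene length, the fits of RQ and WT alone with a replicate block, and the alternatives for the gene list were chosen only after the data had been seen.

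Of the counts per comparison, those of S181E, Y396E and RQ against WT in control, of S181E against WT in arsenite, of arsenite against control in each population and of the S181E interaction stayed within 1.5 times under the other scalings, filters, gene types, DESeq2 and the parental libraries included, and so did the rest except as follows. Library totals only gave 1 call between Y396E and S181E in arsenite and 12 for the RQ interaction. DESeq2's Wald test gave 1 between Y396E and S181E in control, 9 in arsenite and 31 for the RQ interaction. Length correction gave 1 for Y396E against S181E in arsenite. The cause was not tested.

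Without a fold threshold 4300, 4019, 2096 and 3194 genes were called for S181E and Y396E against WT in control and in arsenite, since the threshold removes small changes. Above a fold change of 2 the counts for S181E, Y396E and RQ were 79, 75 and 4 in control and 50, 70 and 8 in arsenite. For arsenite against control in WT, S181E, Y396E and RQ they were 1435, 917, 982 and 1572, and for the interactions of S181E, Y396E and RQ 12, 21 and 2. Of these arsenite calls 73.6%, 79.3%, 78.4% and 72.2% were higher, and of the interactions 83.3%, 81% and 100% were positive.

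With only the groups compared, RQ against WT gave 70 calls in control and 265 in arsenite, Y396E against WT in arsenite 1149 and the Y396E interaction 946. Fewer libraries then set the spread. With a replicate block in addition, RQ against WT gave 293 and 264. With a replicate block in the fit of all libraries RQ gave 148 and 152, with GC correction and the block 146 and 153, and with length correction and the block 156 and 150. The block gave 2 calls between Y396E and S181E in arsenite and changed no other count of calls by over 1.5 times. With RQ against WT of the same treatment left out, same-numbered libraries of different groups had a mean correlation of deviations of 0.075 over 78 pairs, against -0.037 for other numbers, so the block there rests on a number only.

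Across the 24 fits that each left out 1 library, calls against WT ranged from 2340 to 3051 for S181E and 2106 to 2831 for Y396E in control, 1100 to 1403 and 1674 to 2616 in arsenite, and for RQ from 74 to 263 and 70 to 218. Between Y396E and S181E they ranged from 0 to 1 in control and 0 to 692 in arsenite, where the highest came without Y396E arsenite replicate 2, which left replicate 3 as one of 2. For arsenite against control they ranged from 6386 to 6627 in WT, 5824 to 6027 in S181E, 5884 to 6092 in Y396E and 6516 to 6691 in RQ. The interactions ranged from 746 to 2149 in S181E and 1159 to 2442 in Y396E, lowest without WT control replicate 2, and from 8 to 38 in RQ. The list of 10 genes gave 13 to 19, gene sets 33 to 36 and the mean r within groups 0.9938 to 0.9967.

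Of 50 gene set tests, 34 were under 0.05 and 4 with an estimated correlation, which widens the error of the set. Among the named genes, 10 calls were lost and 1 gained in the other alternatives, and 21 lost and 2 gained in the fits that left out a library. Those lost in the former were of HMGA2, LIPA, XBP1 and GARS1. Depth limits genes near the filter: IGF2BP1 in parental cells rests on 10 and 23 counts.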

Other observations

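The chromosome test of S181E, Y396E and RQ and the test for noise shared through WT libraries were fixed before the counts were examined. The chromosome test was planned after gene names in the study's figure had been seen. That figure shows results from these same libraries, so this test was not planned blind to them. The tests of the parts of chromosome 8, of genes elsewhere, of a common origin, of a single population under 2 labels and of the library with few genes were chosen only after the pattern had been seen, and so were the counts over other splits.

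The pattern on chromosome 8 had the form of steps along the chromosome. One step explained 51.8% of the spread of changes on chromosome 8 and at most 5.2% on the 22 other chromosomes searched, where the largest step was 0.25. Of the 207 tested genes from HGSNAT on, 202 were lower in S181E and 203 in Y396E control cells, against 37.4% and 40.9% of the genes before it. The shift was similar at low, middle and high expression (-0.60, -0.70 and -0.56 in S181E). A change from 3 to 2 copies would give -0.58 and from 2 to 1 copies -1, beside the measured -0.56 and -0.94 on the TMM scale. With library totals only the median of all genes in S181E control cells moves by 0.159 and that of chromosome 8 is -0.258 (Y396E -0.286), so these sizes do not fix the copy numbers. The step in control cells, -0.736 in S181E and -0.71 in Y396E, is a difference between genes of the same libraries, which a common factor per library leaves in place. A candidate explanation for the calls on this stretch is therefore a copy-number difference between the cell populations, 202 of 207 genes being in the direction it needs. It would make PABPC1, at 100702051, lower in S181E and Y396E whatever the IGF2BP1 allele. MYC, at 127735434, lies in the same stretch and changed by only -0.16 and -0.21 in control cells and by 0.05 and 0.12 in arsenite. DNA was not analysed here, so the copy number itself was not tested.

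Copy number does not account directly for the rest. In S181E control cells 92% of the called genes lay on other chromosomes. The median change of the other nuclear chromosomes was 0.10 or less in size (chromosome 13, 0.096). Yet 29.7% of the tested genes off chromosome 8, mitochondrial genes included, were called. Whether the chromosome 8 difference acts on genes elsewhere cannot be told apart from an effect of the mutations, because all 12 S181E and Y396E libraries carry it and no WT, RQ or parental library does. In RQ the nuclear chromosome farthest from 0 had a median of -0.022 in control cells, so the RQ calls do not follow such a difference, and RQ and WT can be compared without it. An effect of the S181E and Y396E mutations on RNA levels stays among the open explanations. The noise shared through WT libraries is argued against by r = 0.968 between their changes, where simulated unchanged mutants gave at most 0.522.

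The step was found separately in S181E and Y396E in control and arsenite, and all 4 times lay between POMK and HGSNAT, with 0 genes between the earliest and the latest. This is consistent with a common origin of the S181E and Y396E cell populations, apart from that of WT and RQ. The alternative that 1 population was labelled as both cannot be told apart from the counts: between Y396E and S181E control cells 0 genes were called and 3.2% had an unadjusted p under 0.05, and without Y396E arsenite replicate 3 in the shared spread 1 gene was called and 6.6% had one. Dishes of 1 population and similar populations with different alleles may each give such values. Reads over the mutated codons would decide it and were not analysed here.

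Y396E arsenite replicate 3 had counts for 13897 genes. Among genes expected at 50 to 200 counts from the other replicates, 16.91% were at 0, against at most 0.33% in the other 23 libraries, and the SD of log2 ratios to the other replicates was 0.837 against 0.11 to 0.373. Its most frequent count between 10 and 200 was near 65, where every other library had 15. A library made from few molecules, each read many times, is a candidate explanation that fits the 16.91%. Lower depth is argued against, since the shallowest library (22508145 counts) had counts for 20908 genes and this one had 37961265. Removal of all low counts from the file is argued against by 534 genes with 1 to 9 counts. The other 23 libraries had 6150 to 7447 such genes, so this number does not exclude a partial removal. No biological explanation was tested, since the other 2 Y396E arsenite libraries lack the pattern.

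Counts over other splits of the libraries add little for pairs of groups, since 3 against 3 libraries make 10 splits and the share cannot be under 0.1. In each of the 10 comparisons with called genes, the real split alone gave calls as many (1 of 10), and the other 9 gave 0. For RQ against WT, whose numbers pair the libraries, 1 of the 4 splits that part 3 pairs gave as many, the real one. Between Y396E and S181E 10 of 10 splits gave as many as the real 0 calls in both control and arsenite (289 and 1375 genes with an unadjusted p under 0.05), with up to 13 calls in control.

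Mitochondrial transcripts took 21.1% to 27.9% of the counts in WT and RQ control libraries, 11.7% to 17.2% in S181E and Y396E, 10.8% to 13.5% in WT and RQ after arsenite and 7.55% to 10.1% in S181E and Y396E after arsenite. The parental libraries had 17.8% in control and 9.86% in arsenite. Their r with the group means in control was 0.9825 for WT, 0.9786 for RQ, 0.9814 for S181E and 0.9819 for Y396E. It was computed on log2 CPM with 0.5 added, over the tested genes off chromosome 8. The stretch of chromosome 8 that sets S181E and Y396E apart thus does not enter these values.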
